# Human α‐synuclein overexpression upregulates SKOR1 in a rat model of simulated nigrostriatal ageing

**DOI:** 10.1111/acel.14155

**Published:** 2024-03-26

**Authors:** Noelia Morales‐Prieto, Rebekah Bevans, Adam O'Mahony, Aaron Barron, Conor Giles Doran, Erin McCarthy, Ruth M. Concannon, Susan R. Goulding, Cathal M. McCarthy, Louise M. Collins, Aideen M. Sullivan, Gerard W. O'Keeffe

**Keywords:** ageing, microarray, mitochondria, nigrostriatal, SKOR1, α‐Synuclein

## Abstract

Parkinson's disease (PD) is characterised by progressive loss of dopaminergic (DA) neurons from the *substantia nigra* (SN) and α‐synuclein (αSyn) accumulation. Age is the biggest risk factor for PD and may create a vulnerable pre‐parkinsonian state, but the drivers of this association are unclear. It is known that ageing increases αSyn expression in DA neurons and that this may alter molecular processes that are central to maintaining nigrostriatal integrity. To model this, adult female Sprague–Dawley rats received a unilateral intranigral injection of adeno‐associated viral (AAV) vector carrying wild‐type human αSyn (AAV‐αSyn) or control vector (AAV‐Null). AAV‐αSyn induced no detrimental effects on motor behaviour, but there was expression of human wild‐type αSyn throughout the midbrain and ipsilateral striatum at 20 weeks post‐surgery. Microarray analysis revealed that the gene most‐upregulated in the ipsilateral SN of the AAV‐αSyn group was the SKI Family Transcriptional Corepressor 1 (SKOR1). Bioenergetic state analysis of mitochondrial function found that SKOR1 overexpression reduced the maximum rate of cellular respiration in SH‐SY5Y cells. Furthermore, experiments in SH‐SY5Y cells revealed that SKOR1 overexpression impaired neurite growth to the same extent as αSyn, and inhibited BMP‐SMAD‐dependent transcription, a pathway that promotes DA neuronal survival and growth. Given the normal influence of ageing on DA neuron loss in human SN, the extent of αSyn‐induced SKOR1 expression may influence whether an individual undergoes normal nigrostriatal ageing or reaches a threshold for prodromal PD. This provides new insight into mechanisms through which ageing‐related increases in αSyn may influence molecular mechanisms important for the maintenance of neuronal integrity.

**Abbreviations**
AAV: adeno‐associated viral vector
BMP: bone morphogenetic protein
DA: dopaminergic
DAT: dopamine transporter
PD: Parkinson's disease
RLS: restless leg syndrome
SKOR1: SKI Family Transcriptional Corepressor 1
SN: *Substantia nigra*
TH: tyrosine hydroxylase
αSyn: α‐synuclein

## 1 INTRODUCTION, RESULTS AND DISCUSSION

Parkinson's disease (PD) is the fastest‐growing neurological disorder (Dorsey et al., 2018; Group, 2017). It is a neurodegenerative disease characterised by the progressive degeneration of midbrain dopaminergic (DA) neurons in the *substantia nigra* (SN), which form the nigrostriatal tract (Bloem et al., 2021; Kordower et al., 2013). Ageing is the biggest risk factor for PD, which affects 1% of people over the age of 60, rising to 5% of those over the age of 85. Despite the wealth of epidemiological evidence for ageing as the primary risk factor for PD, the biological drivers of this association are largely unknown. However, it is thought that SN neuronal loss occurs in humans as a result of ageing, at a rate of approximately 7% per decade (Stark & Pakkenberg, 2004). This is supported by imaging studies in humans showing that ageing of the nigrostriatal tract begins in the third decade and progresses throughout life until old age, when it exhibits significant degeneration (Seo & Koo, 2021). In agreement, a study in non‐human primates has shown that ageing‐related changes in the dopamine system actively create a vulnerable pre‐parkinsonian state (Collier et al., 2017). The drivers of these changes are unknown, but a leading candidate is ageing‐related change in α‐synuclein (αSyn) expression.

Misfolded αSyn is a major component of Lewy bodies, the intracellular proteinaceous inclusions that characterise PD pathology (Braak et al., 2003, 1999; Spillantini et al., 1998, 1997). Moreover, mutations (Kruger et al., 1998; Polymeropoulos et al., 1997), or duplications and triplications (Nishioka et al., 2006; Singleton et al., 2003), in the αSyn gene, *SNCA*, cause autosomal‐dominant PD. αSyn is a normal synaptic protein that displays a change in intraneuronal localisation as a result of ageing (Chu & Kordower, 2007; Collier et al., 2017). Ageing leads to a prominent increase in αSyn staining within the soma of SN neurons, which is correlated with reduced expression of phenotypic markers of DA neurons (Chu & Kordower, 2007; Collier et al., 2017). This suggests that age‐related increases in intraneuronal αSyn expression may alter gene expression in the SN, thus affecting molecular processes that are central to maintaining nigrostriatal integrity.

To determine the effects of overexpression of wild‐type human αSyn on the transcriptome of a rat model of nigrostriatal ageing, adult female Sprague–Dawley rats received a unilateral intranigral injection of an adeno‐associated viral (AAV) vector carrying the wild‐type human αSyn transgene (AAV‐αSyn), or a null control vector (AAV‐Null) (Figure 1a). This has been shown to lead to 36% reduction in TH‐immunoreactive, and ∼30% reduction in DAT‐immunoreactive, neurons at 20 weeks post‐surgery (Goulding et al., 2021). Although estimates vary, it is thought that the motor symptoms of PD do not manifest until ∼60% of SN DA neurons have been lost (Cheng et al., 2010). In agreement, we found no significant effect of αSyn in the corridor (F_(1,9)_ = 0.5606, *p* = 0.473) (Figure 1b) or stepping (F_(1,9)_ = 3.782, *p* = 0.084) (Figure 1c) tests of sensorimotor function at 4, 8, 12, 16 and 20 weeks post‐surgery. Immunohistochemistry for human wild‐type αSyn on sections of the midbrain and striatum showed that αSyn was expressed throughout the ipsilateral striatum (Figure 1d) and SN (Figure 1e). To confirm if the increase in αSyn resulted in reduced expression of phenotypic markers of DA neurons (Chu & Kordower, 2007; Collier et al., 2017), we examined the expression of 84 PD‐relevant genes in the ipsilateral SN, using the PD RT^2^ Profiler PCR Array. The AAV‐αSyn group had significant reductions in the expression of transcripts for genes involved in the dopamine biosynthesis pathway, including *Th*, *Slc6a3* (*Dat1*) and *Ddc* (*dopa decarboxylase*), as well as reductions in *Park7* (Figure S1). This model recapitulates features of an aged nigrostriatal system in that there is increased expression of αSyn and reduced expressed of phenotypic markers of DA neurons, but not to such a degree that leads to motor impairments.

**FIGURE 1:**
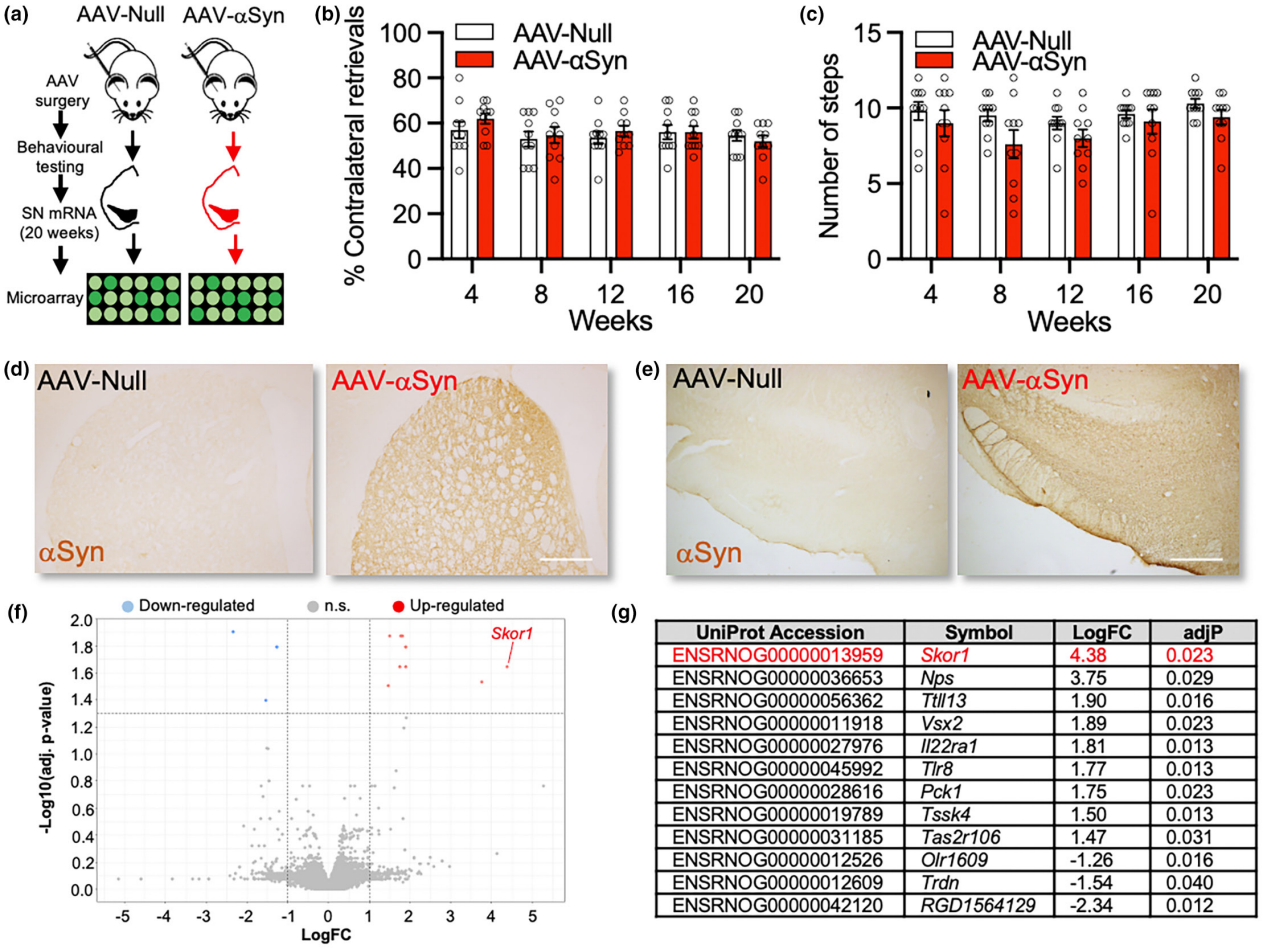
Overexpression of wild‐type human α‐synuclein in the rat *substantia nigra* upregulates *Skor1*. (a) Schema of the experimental design. (b, c) Graphs showing the results of (b) the corridor test and (c) the stepping test at 4–20 weeks post‐surgery. (d, e) Representative images showing wild‐type human α‐synuclein (αSyn) immunostaining in (d) striatum and (e) SN at 20 weeks after unilateral stereotaxic injection of either an AAV‐Null or AAV‐αSyn vector into the SN. Scale bars = 40 μm. (f) Volcano plot (adjusted *p*‐value vs. log fold‐change) and (g) list of the genes overexpressed and under‐expressed (following a Benjamini–Hochberg multiple‐testing correction) in the SN, in the AAV‐αSyn compared to the AAV‐Null group at 20 weeks after unilateral stereotaxic injection of either an AAV‐Null or AAV‐αSyn vector into the SN. Microarray analysis was performed on *n* = 3 per group. *Skor1* was the top‐ranked overexpressed gene in the AAV‐αSyn group (logFC = 4.38, Benjamini–Hochberg adjusted *p* = 0.023). n.s, not significant.

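RNA came from the *substantia nigra* (SN) on the injected side of rats killed 20 weeks after unilateral surgery. The AAV-αSyn vector carries wild-type human α-synuclein and the AAV-Null vector is its control. The titre was 5.2e10 vg/µL for AAV-αSyn and 5.3e9 vg/µL for AAV-Null, so it cannot be separated from the group. Each sample was labelled with Cy3 and hybridised to its own array, and all 8 arrays (4 per group) lie on 1 slide and were read in 1 scan. An array holds 58717 spots other than controls, which carry 45598 probes for 39956 sequence identifiers. The authors deposited for every spot the intensity that the Feature Extraction software gives after its background correction, with the software's own call of whether the spot is well above background. Between 74.8% and 77.5% of the spots of an array were well above background, with a median of 75.8% in both groups. The median intensity was between 282 and 294 on the AAV-Null arrays and between 261 and 338 on the AAV-αSyn arrays. Control spots, spots marked as outliers and probes above background on no array were left out. Intensities were then taken to the log2 scale, quantile normalized between the arrays and averaged over the spots of a probe. The groups were compared at 33853 probes with limma's moderated test, two-sided, and the p-values were adjusted over all of these probes by the Benjamini–Hochberg method. Probes were named through a table that pairs RefSeq accessions with gene symbols. The number of arrays limits the precision of every difference.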

We next investigated global transcriptome changes in the ipsilateral SN. cRNA was prepared from the mRNA extracted from the ipsilateral SN and hybridised to oligonucleotide microarrays. Of the 39,956 sequences represented on the array, 2608 of these were found to be differentially expressed between the AAV‐Null and the AAV‐αSyn group (*p* < 0.05), before a multiple testing correction was applied (data not shown). This included genes found in the PCR array, including *Th* (*p* = 0.0043), *Slc6a3* (*p* = 0.0122) and *Ddc* (*p* = 0.0198). 

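An unadjusted p under 0.05 was found for 1908 of the probes tested, of which 1121 were higher and 787 were lower in the AAV-αSyn group. Chance alone gives 1693 probes at this threshold. Among the processing alternatives, weighting each array by its quality moved the count most, to 4607 probes.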

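*Th*, which encodes tyrosine hydroxylase, had a log2 intensity of 16.49 ± 0.17 (SD, n = 4 arrays) in the AAV-Null group and 15.97 ± 0.056 (SD, n = 4) in the AAV-αSyn group. Its log2 fold change was −0.52 (standard error 0.096). Its p from limma's test was 0.000604 before and 0.484 after the Benjamini–Hochberg adjustment. Every AAV-αSyn array was lower than every AAV-Null array (exact permutation test, two-sided, p = 0.0286, the smallest that 4 arrays against 4 allow). *Slc6a3*, which encodes the dopamine transporter, was 10.94 ± 0.49 (SD, n = 4) and 10.15 ± 0.31 (SD, n = 4), a log2 fold change of −0.79 (standard error 0.25). Its p was 0.0142 before and 0.747 after the adjustment. The groups of arrays overlapped for this gene (exact permutation test, two-sided, p = 0.0571). *Ddc*, which encodes dopa decarboxylase, was 14.89 ± 0.16 (SD, n = 4) and 14.65 ± 0.082 (SD, n = 4), a log2 fold change of −0.25 (standard error 0.096). Its p was 0.0327 before and 0.835 after the adjustment, and the exact permutation test again gave 0.0286. Leaving out AAV-Null replicate 1 or AAV-αSyn replicate 1, 2 or 3 raised the unadjusted p of *Ddc* to between 0.0698 and 0.0783. The other *Ddc* probes with signal above background had log2 fold changes of −0.23 and −0.30, with unadjusted p-values of 0.145 and 0.0891 from limma's test. *Park7* had a log2 fold change of 0.05 (exact permutation test, two-sided, p = 0.371), less than the spread between the AAV-Null arrays. The sign of this value depended on the scaling of the arrays.

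**Figure D1:**
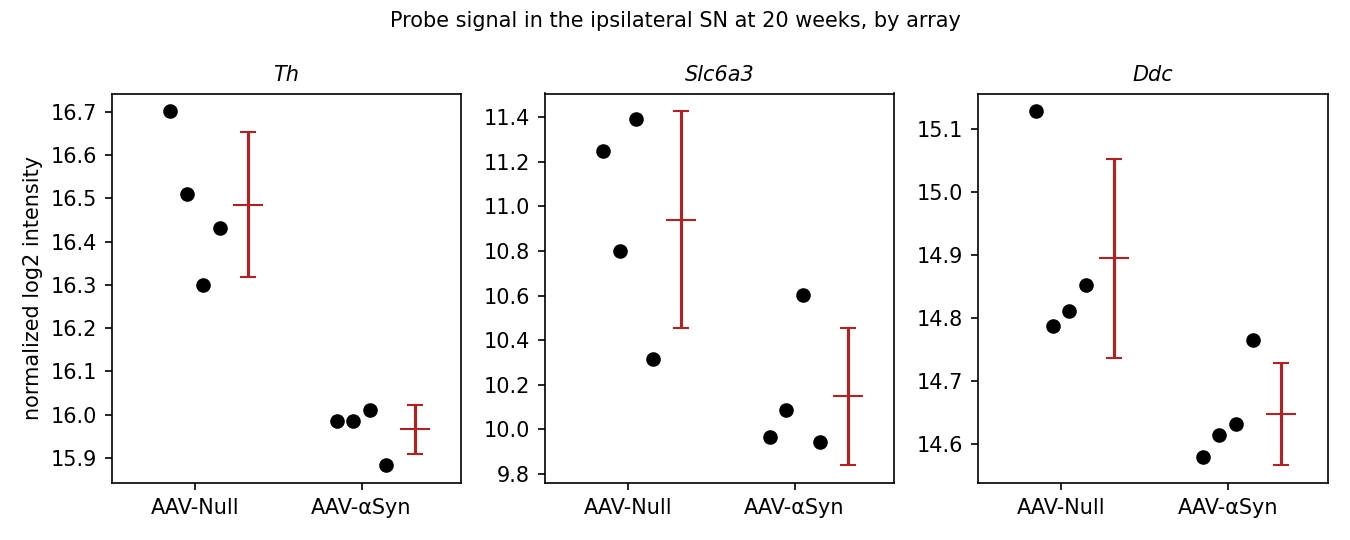
Log2 intensity of *Th*, *Slc6a3* and *Ddc* on each array (y axis) by group (x axis). Points are arrays, and the red marks give the mean and SD of each group. *Th* lies between 16.30 and 16.70 on the AAV-Null arrays and between 15.88 and 16.01 on the AAV-αSyn arrays.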

Of the *n* = 2608 sequences, *n* = 21 remained statistically significant after a multiple testing correcting using the Benjamini–Hochberg method (adj*p* < 0.05) (Benjamini & Hochberg, 1995). These 21 sequences mapped to 12 unique gene identifiers. 

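After the Benjamini–Hochberg adjustment, 5 of the probes tested had an adjusted p under 0.05, and all 5 were higher in the AAV-αSyn group. Of these, 4 carried a gene name, among them *Skor1*, *Nps* and *Slc6a5*. The table of accessions has no symbol for the *Skor1* probe (A_64_P017791, XM_006226425), and its name rests on the paper's own value. In 1 comparison of 3 arrays with 3 in the authors' deposited matrix, picked after its values were seen, only this sequence lay within 0.02 of the log2 fold change that the paper gives for *Skor1*. *Slc6a5* (A_64_P060942, NM_203334), a neuronal glycine transporter, had a log2 intensity of 7.84 ± 0.13 (SD, n = 4 arrays) in the AAV-Null group and 9.13 ± 0.22 (SD, n = 4) in the AAV-αSyn group. Its log2 fold change was 1.28 (standard error 0.12, adjusted p = 0.0424 from limma's test). Probe A_44_P1122300 (XR_345117), which has no symbol in the table, was 7.51 ± 0.12 (SD, n = 4) and 8.50 ± 0.11 (SD, n = 4), a log2 fold change of 0.99 (standard error 0.091, adjusted p = 0.0346 from limma's test). Each was higher on all 4 AAV-αSyn arrays than on any AAV-Null array. With 1 array left out at a time, *Slc6a5* was past the adjustment in 1 of the 8 comparisons and A_44_P1122300 in 0 of the 8. The count of probes past the adjustment was 3 without any 1 of the AAV-Null arrays.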

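Of the genes in Figure 1g, *Skor1* and *Nps* were past the adjustment in the comparison of 4 arrays with 4, and *Tlr8* and *Trdn* were not. *Tlr8* was above background on 1 AAV-αSyn array and on 0 AAV-Null arrays, with a log2 fold change of 0.76 (standard error 0.52, adjusted p = 0.965). *Trdn* was above background on 1 AAV-Null array and on 0 AAV-αSyn arrays, with a log2 fold change of −1.32 (standard error 0.37, adjusted p = 0.663). *Ttll13*, *Il22ra1*, *Pck1*, *Tssk4*, *Tas2r106*, *Olr1609* and *RGD1564129* were above background on no array and were therefore not tested. With the filter removed, their log2 fold changes lay between −0.95 and 0.90 and their adjusted p between 0.0773 and 0.945. These values compare signals at background. The lowest log2 intensity called well above background was between 2.51 and 3.50, depending on the array. The name *RGD1564129* is not in the table of accessions and was given to its sequence by its value in Figure 1g, in the same way as for *Skor1*.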

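*Skor1*, which encodes a transcriptional corepressor, had a log2 intensity of 1.18 ± 0.15 (SD, n = 4 arrays) in the AAV-Null group and 4.89 ± 0.36 (SD, n = 4) in the AAV-αSyn group. It was well above background on 0 of the 4 AAV-Null arrays and on 4 of the 4 AAV-αSyn arrays. The log2 fold change was 3.71 (standard error 0.18, adjusted p = 0.000445 from limma's test), which ranked it first among the probes past the adjustment. A fold change against signal at background is not a measure of size, so an approximate lower bound was taken. The mean of the AAV-αSyn arrays was set against the lowest signal called well above background on each AAV-Null array, or the probe's own signal where higher. By this measure *Skor1* was 3.39-fold higher in the AAV-αSyn group. The bound is not strict, since a probe above the lowest called signal may itself not be called. On AAV-Null replicate 4, where the lowest called signal was 3.48, *Hoxa2* was 3.90 and was not called. Every AAV-αSyn array was above every AAV-Null array (exact permutation test, two-sided, p = 0.0286). With a normexp background correction in place of that of Feature Extraction, the log2 fold change was 0.62 and no longer past the adjustment (adjusted p = 0.0732). Over the processing alternatives the adjusted p lay between 0.000169 and 0.0919. *Nps*, which encodes neuropeptide S, was likewise above background on the AAV-αSyn arrays alone, at 1.25 ± 0.049 (SD, n = 4) and 4.23 ± 0.38 (SD, n = 4). Its log2 fold change was 2.98 (standard error 0.18, adjusted p = 0.00140 from limma's test) and its approximate bound 2.14-fold. *Nps* was not past the adjustment with normexp (adjusted p = 0.233, the highest over the processing alternatives, where the lowest was 0.000179), and with 1 array of each group left out it was past it in 8 of 16 comparisons. The legend of Figure 1 states that *Skor1* is upregulated by wild-type human α-synuclein.

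**Figure D2:**
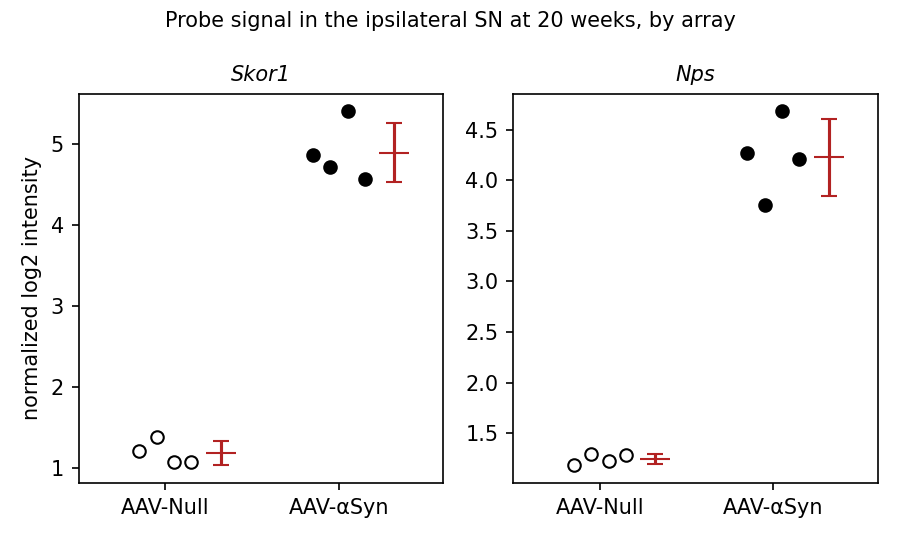
Log2 intensity of *Skor1* and *Nps* on each array (y axis) by group (x axis). Filled points are arrays on which the probe was well above background, open points are arrays on which it was not, and red marks give the mean and SD. *Skor1* lies between 1.07 and 1.39 on the AAV-Null arrays and between 4.57 and 5.40 on the AAV-αSyn arrays.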

The gene most upregulated in the αSyn group was the SKI Family Transcriptional Corepressor 1 (Skor1) (Log FC = 4.3821; adj*p* = 0.0225) (Figure 1f,g). SKOR1 is highly expressed in the CNS of humans and mice. It plays a regulatory role in the transcription of genes that are involved in pathways related to restless legs syndrome (RLS) (Sarayloo et al., 2020), and variants in SKOR1 have been associated with RLS (Jimenez‐Jimenez et al., 2018).

We next hypothesised that if SKOR1 is involved in αSyn‐mediated cellular changes, then SKOR1 overexpression should mimic the effects of αSyn on cellular function. To test this hypothesis, we used two functional readouts that are known to be negatively affected by αSyn: mitochondrial function (Di Maio et al., 2016; McCarthy et al., 2022) and neurite growth (Goulding et al., 2019; Mazzocchi et al., 2020). To investigate mitochondrial function in SH‐SY5Y cells expressing FLAG or SKOR1, we analysed cellular bioenergetic state using the Agilent Seahorse XF platform. Like that seen in cells overexpressing αSyn (Di Maio et al., 2016; McCarthy et al., 2022), a consistent reduction in OCR was observed in SKOR1‐expressing cells, relative to the FLAG controls (Figure 2a). We also examined individual parameters of respiration and found significant reductions in several parameters in the SKOR1 group, including maximal respiration (Figure 2b–d). Maximal respiration induced by the addition of FCCP mimics a physiological energy demand by stimulating mitochondria to operate at maximum capacity (Brand & Nicholls, 2011). These data show that SKOR1 overexpression reduces the maximum rate of respiration that a cell can achieve.

**FIGURE 2:**
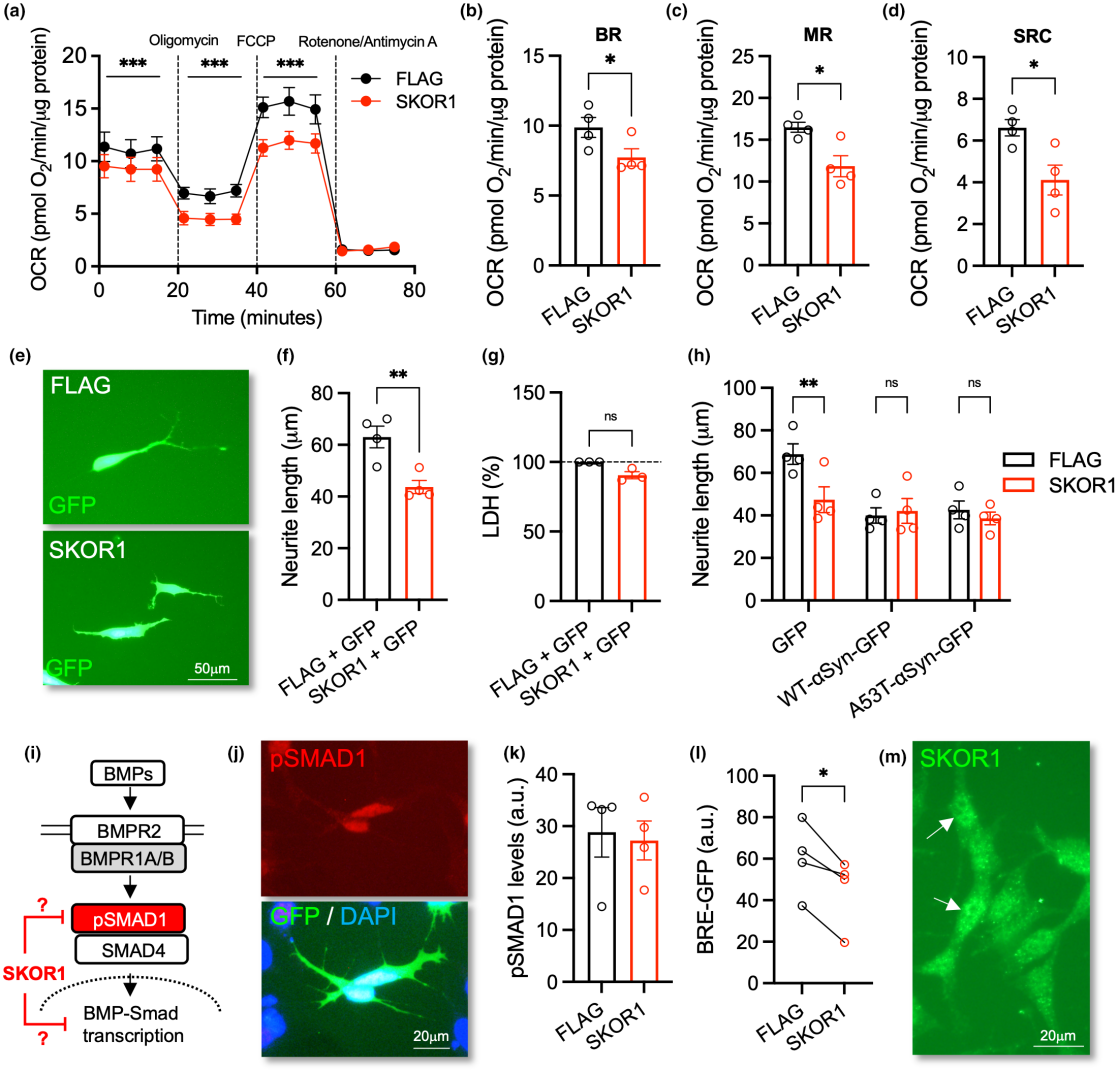
Overexpression of SKOR1 impairs neurite growth, mitochondrial function and BMP‐SMAD signalling in SH‐SY5Y cells. (a) Oxygen consumption rate (OCR) on the Seahorse XF Mito Stress Test in SH‐SY5Y cells at 72 h post‐transfection with 500 ng of a plasmid expressing either FLAG or FLAG‐tagged SKOR1. (b–d) The graphs of individual parameters of respiration showing (b) basal respiration (BR), (c) maximal respiration (MR) and (d) spare respiratory capacity (SRC). Data are mean ± SEM of OCR values normalised to protein content per well from *n* = 4 independent experiments. Mixed effects model with either (a) post‐hoc Bonferroni test (***p < 0.001), or (b–d) Student's *t*‐test (*p < 0.05, ***p < 0.001). (e) Representative photomicrographs and (f) the graphs of neurite length and (g) LDH assay of SH‐SY5Y cells at 72 h post transfection with 500 ng of a plasmid expressing either FLAG or FLAG‐tagged SKOR1 plus GFP to visualise transfected cells. (h) The graph of neurite length of SH‐SY5Y cells at 72 h post transfection with 500 ng of a plasmid expressing either FLAG or FLAG‐tagged SKOR1 with either GFP or GFP‐tagged wild‐type α‐synuclein (WT‐αSyn) or GFP‐tagged A53T‐αSyn. (e–h) Data are mean+/‐SEM from *n* = 4 independent experiments. Student's *t*‐test. (**p < 0.01). (i) Schema of the BMP‐Smad signalling pathway. (j) Representative photomicrographs showing pSMAD1 staining, and graphs showing (k) pSMAD1 levels and (l) GFP fluorescence in SH‐SY5Y cells at 72 h post‐transfection with 500 ng of a plasmid expressing either FLAG or FLAG‐tagged SKOR1 plus (k) GFP plasmid or (l) with a reporter plasmid expressing GFP under the control BMP‐responsive element (BRE). (m) Immunocytochemistry showing the cellular localisation of SKOR1 (green) in SH‐SY5Y cells. Scale bar = 20 μm. Data are mean+/‐SEM from *n* = 4 independent experiments. (k, l) Paired *t*‐test (*p < 0.05).

We next used neurite outgrowth as a second functional readout to determine if SKOR overexpression mimics the inhibitory effect of αSyn on neurite growth, which has previously been shown in SH‐SY5Y cells (Goulding et al., 2019; Mazzocchi et al., 2020), rodent neurons overexpressing αSyn (Koch et al., 2015), and human iPSC‐derived DA neurons carrying *SNCA* mutations, duplications or triplications (Kouroupi et al., 2017; Oliveira et al., 2015). We found that SKOR1 overexpression impaired neurite growth in SH‐SY5Y cells expressing FLAG or SKOR1 (Figure 2e,f), but did not adversely affect cell viability (Figure 2g). We repeated this experiment with or without co‐transfection with plasmids expressing GFP‐tagged WT or A53T‐αSyn. SKOR1 had the same inhibitory effect on neurite growth in cells co‐transfected with WT‐αSyn or A53T‐αSyn, and did not exacerbate reductions in neurite growth induced by either (Figure 2h). This is consistent with SKOR1 being a downstream mediator of the detrimental effects of αSyn on neurite growth.

We next investigated the cellular mechanisms underpinning the effects of SKOR1 overexpression on neurite growth. Interestingly, SKOR1 has been reported to be a negative regulator of the BMP‐Smad pathway in HEK‐293 T cells (Fischer et al., 2012) (Figure 2i). Two members of the bone morphogenetic protein family, growth differentiation factor 5 (GDF5; also known as BMP14) (Goulding et al., 2021) and BMP5/7 (Vitic et al., 2021), have been shown to prevent αSyn‐induced DA degeneration in vivo. Moreover, activation of this pathway promotes neurite growth in SH‐SY5Y cells (Hegarty et al., 2013) and rodent DA neurons (Hegarty et al., 2014). To investigate this further, we examined cellular levels of phospho‐SMAD1 and found that, while SKOR1 overexpression did not affect these (Figure 2i,j), it significantly inhibited BMP‐dependent transcription in SH‐SY5Y cells transfected with a BMP‐responsive element (BRE)‐GFP reporter construct. The effect of SKOR1 on BMP‐SMAD‐dependent transcription is consistent with the predominantly‐nuclear localisation of SKOR1 in SH‐SY5Y cells (Figure 2m). Since BMP‐Smad signalling has also been shown to enhance mitochondrial activity (Li et al., 2022), it is possible that SKOR1‐induced impairments in the BMP‐SMAD pathway (Figure 2m) may contribute to SKOR1‐induced alterations in both mitochondrial function and neurite growth.

It is interesting to note in a wider context that SMAD1 was one of three transcription factors found be downregulated in blood samples from PD patients (Tan et al., 2018), while there was increased expression of the BMP inhibitory SMAD6 in the PD SN (Vitic et al., 2021). Furthermore, a gene ontology analysis of transcriptome from human SN reported alterations in the BMP‐SMAD pathway in Braak stage 1–2 PD subjects in comparison to controls (Dijkstra et al., 2015). It is worth noting that, while known genetic variants in SKOR1 are associated with RLS (Jimenez‐Jimenez et al., 2018), these variants are not linked to PD risk, although one marker, rs12593813, in SKOR1 has been associated with a high frequency of tremor in PD patients (Gan‐Or et al., 2015). This suggests a possible effect of SKOR1 on the motor system, but this requires further investigation.

In future work, it will be important to confirm these findings in males, as only female rats were used in the current study for logistic reasons. It will also be crucial to validate our findings at the protein level, and to determine the precise role, if any, of SKOR1 in DA degeneration in vivo. Additionally it is difficult to extrapolate the short‐term overexpression of SKOR1 in vitro to the in vivo scenario; however, these data suggest a model in which age‐related increases in αSyn expression in DA neurons in the SN (Chu & Kordower, 2007; Collier et al., 2017) lead to increased cellular levels of SKOR1, which inhibit the BMP‐SMAD signalling pathway during normal ageing. Given the natural variation in DA neuron number in healthy humans (von Linstow et al., 2020), and the age‐related 7% per decade loss of these cells in the human SN (Stark & Pakkenberg, 2004), it is possible that the extent to which αSyn upregulates SKOR1 expression may influence the process of normal nigrostriatal ageing, perhaps through the modulation of mitochondrial function and axonal integrity, thereby exacerbating an individual's risk of developing PD due to age.

## AUTHOR CONTRIBUTIONS

NMP and CGD generated, analysed and curated the transcriptome data. RB, AOM performed the in vitro experiments. AB analysed mitochondrial function. NMP and EM performed the PCR array. RMC and SRG performed the surgery and behavioural testing. CMM, LMC, AMS and GOK supervised the work. NMP, AMS and GOK wrote the manuscript. All authors contributed to reviewing and editing of the final manuscript.

## FUNDING INFORMATION

Work in the authors laboratories is supported by Science Foundation Ireland (Grant 19/FFP/6666), Cure Parkinson's (Grant CP:GO01) and the European Union's Horizon 2020 Research and Innovation programme under the Marie Skłodowska‐Curie grant agreement No 890290.

## CONFLICT OF INTEREST STATEMENT

All authors declare no conflicts of interest.

## Supporting information

Figure S1.

Data S1.

Data S2.

## Data Availability

All data are either publicly available (GSE252918) or are available from the corresponding authors upon reasonable request.

# Supplementary material for: Human α‐synuclein overexpression upregulates SKOR1 in a rat model of simulated nigrostriatal ageing
**Source:** Aging Cell. 2024 Mar 26;23(6):e14155. doi: 10.1111/acel.14155
**Supplement:** Supplementary file 2 — Data S1.

**Materials and Methods**

**Animal husbandry and study design**

Three-month-old adult female Sprague‐Dawley rats (Envigo, UK) were housed on a 12h:12h light:dark cycle with *ad libitum* access to food and water. Animals were assigned to either an AAV-Null (*n*=10) or AAV-αSyn (n=10) group and received unilateral stereotaxic injection of either AAV6-Null (5.3×10^9^ vg/µL) or AAV6-αSyn (5.2×10^10^ vg/µL) (Vector Biosystems Inc) into the SN at coordinates: AP ‐5.3, ML ± 2.0, DV ‐7.2 relative to bregma. Post-surgery, animals received the analgesic Carprofen (5 mg/kg, s.c.) and 5% glucose solution (i.p.) and were allowed to fully recover on a heating mat. Rats were housed in groups of four in standard home cages with environmental enrichment. The Corridor test, a drug-free behavioural test that assesses lateralized sensorimotor neglect (Dowd et al., 2005), and the Stepping test, which measures forelimb akinesia (Olsson et al., 1995), were performed at 4, 8, 12, 16 and 20 weeks post-surgery. These tests have been shown to detect αSyn-induced impairments in motor function (Naughton et al., 2017; Negrini et al., 2022). For behavioural analysis, ten animals from each experimental group were used. All experiments were in accordance with the European Directive 2010/63/EU and under an authorisation granted by the Health Products Regulatory Authority Ireland (AE19130/P057).

**Tissue processing and immunohistochemistry**

At 20 weeks post-surgery, animals were euthanised by decapitation under isoflurane anaesthesia (5% in O_2_) for qRT-PCR and microarray analyses, or by transcardial perfusion with 4% paraformaldehyde under terminal pentobarbital anaesthesia (50 mg/kg) for immunohistochemistry. For qRT-PCR and microarray analysis, the SN was microdissected from each brain and stored at -80 ºC until use. For immunohistochemistry, brains were post-fixed in 4% paraformaldehyde for 24 h and cryoprotected in 30% sucrose solution with 0.1% sodium azide. Thirty-micrometre (30 µm) sections were cut on a freezing-stage sledge microtome and immunohistochemistry was carried out as previously described (Goulding et al. 2021) using a primary antibody to α-Syn (1:1000, Millipore). Images of the sections were taken using the Olympus BX53 Upright Microscope.

**Microarray analysis**

For transcriptome analysis, three biological replicates of each experimental group were used. 

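The deposited series holds 4 arrays per group where the paper states 3, and the paper's text and supplements do not say which arrays were used, so all 8 were analysed. *Skor1* had a log2 intensity of 1.21, 1.39, 1.07 and 1.07 on AAV-Null replicates 1 to 4 and of 4.86, 4.72, 5.40 and 4.57 on AAV-αSyn replicates 1 to 4. In each of the 16 ways of comparing 3 arrays with 3, its log2 fold change lay between 3.51 and 3.85, and it was past the Benjamini–Hochberg adjustment in 14 of them. It was not past it without AAV-αSyn replicate 1 and either AAV-Null replicate 1 or AAV-Null replicate 3.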

Total RNA was isolated using the RNeasy Plus Universal Tissue Kit (QIAGEN) following the manufacturer's recommendations, and quantified using a NanoDrop™ spectrophotometer. Three micrograms of RNA from each individual sample were sent to Centro de Investigación Príncipe Felipe (Valencia, Spain) and its integrity was assessed using a 4200 TapeStation (Agilent Technologies, Inc.). Gene expression microarray analyses were performed according to the Agilent protocol for One-Color Microarray-Based Gene Expression Analysis. Cyanine-3 (Cy3) labelled cRNA was prepared from 2 µg RNA using the Agilent Low-Input QuickAmp Labelling Kit (Agilent) according to manufacturer’s instructions, followed by RNeasy column purification (QIAGEN^®^). Dye incorporation and cRNA yield was then checked with a NanoDrop™ spectrophotometer. 600 µg of Cy3-labelled cRNA was then fragmented and hibridized to the SurePrint G3 Rat Gene Expression Microarray v2 G4858A-074036 8x60K at 65 °C for 17 h in a rotating Agilent G2545A Hybridization Oven, using the Agilent Gene Expression Hybridization Kit. After washing and drying in an ozone-free atmosphere, the slides were scanned with an Agilent Microarray Scanner (G2565C) using one colour scan setting for 8x60k array slides. 

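Feature Extraction finds each spot in the scanned image, subtracts a background estimate from its intensity and marks spots that are saturated, uneven or not well above background. The headers of the deposited scanner files give its version as 12.0.3.2. Between 268 and 418 spots per array were marked as outliers, and 0 were saturated.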

Agilent Feature Extraction Software 11.5.1.1 was used for image analysis and quantification of fluorescence data. Microarray data was deposited in the Gene Expression Omnibus (GEO) platform (<https://www.ncbi.nlm.nih.gov/geo/>) with accession number GSE252918. Data analyses was performed with the *limma* package 3.30.7 from the Bioconductor Project for differential expression analysis. 

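An array has 4259 control features, such as dark and bright corners. Quantile normalization gives every array the same distribution of values and keeps the order of spots within an array. The authors' deposited matrix of normalized log2 values has this form over all 8 arrays: its sorted columns differed by at most 0.000569, and its rank correlation with the processed intensities was 1 on every array. The filter on dim probes used here left out 11745 probes.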

After removal of experimental artifacts, Dark and GE_Bright corners and under-threshold intensity spots, the data were normalized by quantile normalization. Finally, differential expression analysis was carried out with the *decideTests* function of *limma.*

**PCR-array**

Total RNA from each ipsilateral SN region was isolated with the RNeasy Plus Universal Mini Kit (QIAGEN®) following the manufacturer’s indications. RNA integrity was checked by agarose-bleach gel (Aranda, LaJoie and Jorcyk, 2012). RNA concentration was determined by measuring absorbance at 260/280 nm in a NanoDrop™ spectrophotometer. cDNA was synthetized with the RT^2^ First Strand Kit (QIAGEN®). Samples were analysed using the Rat Parkinson's Disease RT² Profiler PCR Array (GeneGlobe ID - PARN-124Z, QIAGEN®). Amplification of cDNA was carried out according to manufacturer’s indications using the RT^2^ SYBR® Green qPCR Mastermix (QIAGEN®) in a LightCycler® 96 System (Roche Molecular Systems, Inc.). After a 10-min denaturalization step at 95 °C, 40 cycles of amplification were carried out (15s 95 °C, 60s 60 °C). Cq values were analysed at QIAGEN’S GeneGlobe Data Analysis Center.

**Seahorse assay to assess mitochondrial function**

Assessment of mitochondrial function was carried out as previously described (McCarthy et al., 2022). Briefly, SH-SY5Y cells were plated at a density of 4 x 10^5^ cells/well in a XF96 culture plate and were transfected after 24h with 500 ng of plasmid expressing either FLAG or FLAG-tagged SKOR1. Mitochondrial function was assessed at 72h after transfection. At 1h before the assay, the media was changed to Seahorse XF DMEM media, supplemented with 2mM L-glutamine, 1mM pyruvate and 10 mM glucose, and cells were allowed to equilibrate at 37°C and 0% CO_2_ for 1 h. After calibration, oxygen consumption rate (OCR) was measured by the Seahorse XF96 Analyzer and recorded with XF Wave software 1.4.2. at 12 timepoints over the 80-min run: 3 times at basal respiration, 3 times after injection of 2.5 μM oligomycin to inhibit complex V, 3 times after injection of 2 μM of the ionophore carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP) to depolarize the inner mitochondrial membrane, and 3 times after injection of 0.5 μM each of rotenone and antimycin A, to inhibit complexes I and III, respectively. After completion of the assay, cells were lysed in 1X RIPA buffer and total protein was quantified by bicinchoninic acid (BCA) assay. OCR values were normalized to the amount of protein per well and were used to calculate basal respiration, proton leak, maximal respiration, non-mitochondrial respiration, ATP production and spare respiratory capacity. Four independent Seahorse assay experiments were performed, with three wells per group per experiment.

**Cell culture and neurite growth**

Undifferentiated SH-SY5Y cells were used due to the reported effect of differentiating agents to decrease susceptibility of SH-SY5Y cells to PD-related insults (Cheung et al., 2009). Cells were grown in medium consisting of DMEM-F12 Ham (D6421) supplemented with 10% (v/v) foetal bovine serum (FBS), 1% (v/v) l-glutamine (G7513), 1% (v/v) penicillin/streptomycin (P4333) (all from Sigma). Cells were cultured at 37°C with 5% CO_2_. Cells were transfected using TransIT-X2® reagent according to the manufacturer’s instructions. For analysis of neurite growth, SH-SY5Y cells were co-transfected with 500 ng of pcDNA3-EGFP (Addgene plasmid # 13031; a gift from Doug Golenbock) along with 500ng of either pT-FLAG (Addgene plasmid #31385; a gift from Yegor Vassetzky (Dmitriev & Vassetzky, 2008) or FLAG-tagged SKOR1 (OriGene CAT#: RC234977) or in experiments involving alpha-synuclein overexpression, EGFP-alpha-synuclein-WT (Addgene plasmid # 40822 ; a gift from David Rubinsztein (FURLONG et al., 2000). Images of GFP-positive cells were captured for analysis of neurite growth at 72h post-transfection. Depending on the experiment, between 120-192 cells per experiment group from four independent experiments were imaged using an Olympus IX71 inverted microscope. For specific numbers in each experiment, see figure legend. Neurite growth was measured by opening each image in Image J, and manually tracing the neurite length of a given neurite using the trace function.

**Cell culture and BMP-SMAD signalling**

To assess BMP-SMAD signalling pathway activity in response to SKOR1 overexpression, a BMP-SMAD**-**GFP reporter assay was used. Briefly, cells were transfected using TransIT-X2® reagent according to the manufacturer’s instructions with either 250 ng of pT-FLAG (Addgene plasmid #31385; a gift from Yegor Vassetzky (Dmitriev & Vassetzky, 2008)) or FLAG-tagged SKOR1 (OriGene CAT#: RC234977), along with 500 ng of the Cignal GFP SMAD reporter plasmid (Qiagen, CCS-017G). Cells were imaged at 48h post-transfection, as recommended by the manufacturer, to quantify GFP fluorescence intensity as a readout of BMP-SMAD pathway-dependent transcription (Hegarty et al., 2014). Fluorescence intensities of 120 cells from 4 independent experiments were analysed using Image J software.

**LDH Assay**

A lactate dehydrogenase (LDH) assay was conducted following 72 h of treatment (3DIV) to determine cellular cytotoxicity levels by measuring LDH release in cellular media using CyQUANT LDH Cytotoxicity Assay (Thermo Fisher). Briefly, media was collected from 24-well plates and centrifuged at 1500 rpm for 5 min to remove any suspended cells. 50 µl of media was ten added per well to a clear, flat-bottomed 96-well plate, before adding an additional 50 µl of the assay substrate mix to each well and incubating in the dark at room temperature for 30 min. Following the incubation period, 50 µl of the assay stop solution was then added to each well before the absorbance in each well was measured at 490 nm and 680 nm using a Multiskan FC Microplate Photometer (Thermo Fisher).

**Immunocytochemical Staining of Cultured Cells**

For SH-SY5Y cells, the growth medium was first carefully removed from the 24-well plates. Wells were then carefully washed three times using 500 µl of 10 mM phosphate-buffered solution (PBS) for 2 min each, before adding 500 µl of 4% paraformaldehyde to each well and incubating at room temperature for 15 min to fix cells. Following fixation, cells were washed three times in 10mM PBS containing 0.02% Triton X-100 (PBS-T) for 5 min. Cells were then blocked by incubating for 1 h at room temperature in 500 µl of 5% bovine serum albumin (BSA) (Sigma) in PBS. Once blocked, the 5% BSA solution was removed and 200 µl of a solution containing the primary antibody diluted in 1% BSA in 10 mM PBS was added to the relevant wells, before incubating overnight at 4 °C. The primary antibodies used were rabbit anti-Lbxcor1 (Skor1) (1:500; Sigma #SAB2105374) and anti-phosphorylated-SMAD (pSMAD) 1/5/9 (1:500; Cell Signalling Technology #9516S). Following incubation, primary antibodies were removed, and cells were washed three times with PBS-T for 5 min each. Cells were then incubated in 200 µl of solution containing the appropriate Alexa Fluor 488, or 594 conjugated secondary antibodies (1:500; Invitrogen) diluted in 1% BSA in 10 mM PBS at room temperature, in the dark for 2 h. Following incubation, the secondary antibody solution was removed, and cells were washed three times with PBS-T for 5 min per wash. Cells were then incubated in 200 µl of solution containing 4'-6-Diamidino-2-phenylindole (DAPI) (1:3000; Sigma) in 10 mM PBS at room temperature for 5 min in the dark. Following DAPI incubation, cells were washed 3 more times in PBS for 5 min per wash, before a final addition of 500 µl of 10 mM PBS. Imageing was carried out on an inverted fluorescent microscope (IX71, Olympus), and quantification of fluorescence intensity in 192 cells from 4 independent experiments was carried out using Image J software.

**Statistical analysis**

Statistical analysis was performed using GraphPad Prism 9 (©2021 GraphPad Software, CA USA). All data are presented as the mean ± SEM of the number of experimental replicates rather than of individual cells. Statistical differences were analysed using Student’s *t*-test, one-way ANOVA, or two-way ANOVA as appropriate, with *post-hoc* tests as indicated in the figure legends.

**References**

Aranda, P.S., LaJoie, D.M., Jorcyk, C.L., 2012. Bleach gel: a simple agarose gel for analyzing RNA quality. Electrophoresis 33, 366-369.

Aranda, P.S., LaJoie, D.M., Jorcyk, C.L., 2012. Bleach gel: a simple agarose gel for analyzing RNA quality. Electrophoresis 33, 366-369.

Cheung, Y.T., Lau, W.K., Yu, M.S., Lai, C.S., Yeung, S.C., So, K.F., Chang, R.C., 2009. Effects of all-trans-retinoic acid on human SH-SY5Y neuroblastoma as in vitro model in neurotoxicity research. Neurotoxicology 30, 127-135.

Dowd, E., Monville, C., Torres, E.M., Dunnett, S.B., 2005. The Corridor Task: a simple test of lateralised response selection sensitive to unilateral dopamine deafferentation and graft-derived dopamine replacement in the striatum. Brain Res Bull 68, 24-30.

FURLONG, R.A., NARAIN, Y., RANKIN, J., WYTTENBACH, A., RUBINSZTEIN, D.C., 2000. α-Synuclein overexpression promotes aggregation of mutant huntingtin. Biochemical Journal 346, 577-581.

Hegarty, S.V., Collins, L.M., Gavin, A.M., Roche, S.L., Wyatt, S.L., Sullivan, A.M., O'Keeffe, G.W., 2014. Canonical BMP-Smad signalling promotes neurite growth in rat midbrain dopaminergic neurons. Neuromolecular Med 16, 473-489.

McCarthy, E., Barron, A., Morales-Prieto, N., Mazzocchi, M., McCarthy, C.M., Collins, L.M., Sullivan, A.M., O'Keeffe, G.W., 2022. Gene Co-expression Analysis of the Human Substantia Nigra Identifies ZNHIT1 as an SNCA Co-expressed Gene that Protects Against alpha-Synuclein-Induced Impairments in Neurite Growth and Mitochondrial Dysfunction in SH-SY5Y Cells. Mol Neurobiol.

Naughton, C., O'Toole, D., Kirik, D., Dowd, E., 2017. Interaction between subclinical doses of the Parkinson's disease associated gene, alpha-synuclein, and the pesticide, rotenone, precipitates motor dysfunction and nigrostriatal neurodegeneration in rats. Behav Brain Res 316, 160-168.

Negrini, M., Tomasello, G., Davidsson, M., Fenyi, A., Adant, C., Hauser, S., Espa, E., Gubinelli, F., Manfredsson, F.P., Melki, R., Heuer, A., 2022. Sequential or Simultaneous Injection of Preformed Fibrils and AAV Overexpression of Alpha-Synuclein Are Equipotent in Producing Relevant Pathology and Behavioral Deficits. J Parkinsons Dis 12, 1133-1153.

Olsson, M., Nikkhah, G., Bentlage, C., Bjorklund, A., 1995. Forelimb akinesia in the rat Parkinson model: differential effects of dopamine agonists and nigral transplants as assessed by a new stepping test. J Neurosci 15, 3863-3875.

# Supplementary material for: Human α‐synuclein overexpression upregulates SKOR1 in a rat model of simulated nigrostriatal ageing
**Source:** Aging Cell. 2024 Mar 26;23(6):e14155. doi: 10.1111/acel.14155
**Supplement:** Supplementary file 3 — Data S2.

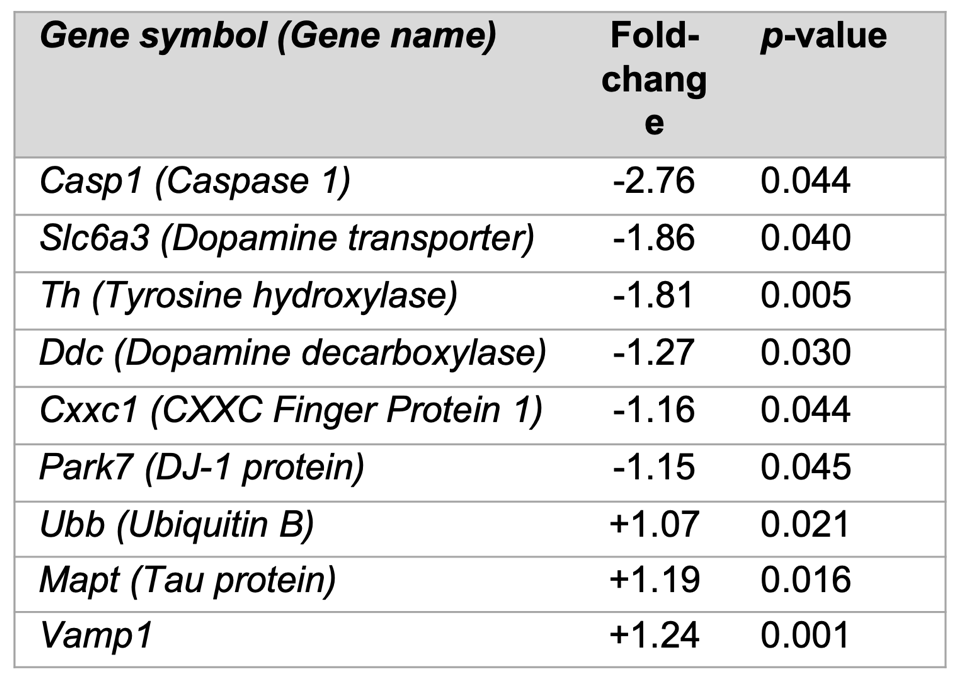

**Supplementary Figure S1: List of genes from the Parkinson’s disease RT2 Profiler PCR Array that were differentially expressed in the AAV-aSyn group.** A (-) symbol denotes reduced expression and (+) symbol denotes overexpression in the AAV-aSyn group.

How the deposited data were processed for this re-analysis (not part of the article)

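RNA from the ipsilateral SN of rats was measured 20 weeks after surgery on 8 Agilent SurePrint G3 Rat Gene Expression arrays in 1 colour (Cy3), 4 from AAV-αSyn and 4 from AAV-Null rats. The authors' scanner files give each spot's intensity in arbitrary units, corrected for background within the array by Feature Extraction and not normalized between arrays. The authors also deposited a matrix of log2 values after quantile normalization. According to the methods, the authors removed control and under-threshold spots and used limma 3.30.7, and the methods give Feature Extraction 11.5.1.1 where the file headers give 12.0.3.2. The methods do not name the intensity column, the threshold for dim spots or a background correction. The matrix holds every feature of the array, controls included, so it includes the normalization and not the removal of spots.

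Values were recomputed from the scanner files with R 4.3.3, limma 3.58.1, data.table 1.17.8 and statmod 1.5.0. The processed intensity was taken to log2 after leaving out control spots and spots that Feature Extraction marked as outliers. A probe counted as above background on an array when at least 0.5 of its spots were called well above background, and probes above background on at least 1 array were tested. Arrays were quantile normalized, spots of a probe were averaged, and the AAV-αSyn group was compared with the AAV-Null group by limma's lmFit and eBayes without an intensity trend. Tests were two-sided, and p-values were adjusted by the Benjamini–Hochberg method over all probes tested, with 0.05 as the threshold. Exact permutation tests used all splits of the 8 arrays into 4 and 4. For single genes these are tests of the difference in means on the normalized log2 values. The signal over background limits the fold changes of probes at background in 1 group, for which an approximate lower bound is given.

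Names came from a table of RefSeq accessions and symbols of the rat assembly GRCr8, which paired 21229 of the 45598 probes and 17633 of the 39956 sequence identifiers with a symbol. No positions are given, since the files name no assembly. *Skor1* and *RGD1564129* are not in that table under their accessions on the array and were named by the paper's values. *Gdf5* has no probe that the table names. Named genes are every gene the paper names for the arrays or the rats, and up to 10 probes with the largest absolute log2 fold change among those past the adjustment whose groups of arrays do not overlap. A gene with several probes is represented by the brightest. Some genes that this rule selects are not reported here.

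As alternatives, arrays were scaled by their 75th percentile or by cyclic loess, and the background was corrected by normexp with an offset of 50. The normexp alternative ran on the median signal and the median local background, because a column of mean signal was not used here. The filter on dim probes was removed, or set to at least 4 or all 8 arrays. The deposited matrix was used in place of the scanner files. The variance was modelled with a trend, robustly or with array weights, spots were tested singly, and the replicate number (the row of the slide) or the side of the slide (2 columns of arrays) was added as a block. Arrays were left out 1 at a time, or 1 of each group in all 16 ways. Sets of genes were tested with limma's camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation, over 16 lists. The groups, the main comparison, the rule for named genes, the 16 lists and these alternatives were chosen before the data were examined. The deposited matrix averaged by sequence identifier, without a filter, and 2 further lists of genes were added after seeing the data.

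The procedure was tested on simulated data with the same arrangement of arrays. Of 200 probes given a log2 change of 2 among 33836, it recovered 183 (91.5%), with a mean estimate of 2.01, and called 6 unchanged probes (3.17% of its calls). The simulated noise was drawn for each probe on its own, without variation that probes of an array share. The simulated change is also larger than those of *Th*, *Ddc* and *Slc6a5*. These rates therefore do not carry over to smaller changes or to probes that vary together. The PCR array, the behavioural tests, the immunostaining and the cell culture experiments of the paper were not analysed here.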

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

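Of the tests reported here, the 2 further lists of genes and the comparison of *Tph2* with *Skor1* were chosen only after the results they bear on were seen, as was the threshold rule for the further lists.

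In each group of 4 arrays, the gap between the most distant array and its nearest neighbour was divided by the range of the group. Of the 78 groups examined, 6 had 1 array set apart by this measure, where chance gives 3.9. *Tlr8* was 3.26 on AAV-Null replicate 4 and between 1.26 and 1.34 on the other AAV-Null arrays (gap over range 0.963). It was 3.61 on AAV-αSyn replicate 1 and between 2.09 and 2.31 on the others of that group (0.851). *Trdn* was 1.87 on AAV-αSyn replicate 1 and between 1.15 and 1.21 on the others (0.916). These signals lie at or near background, since the lowest log2 intensity called well above background was 3.48 on AAV-Null replicate 4 and 3.36 on AAV-αSyn replicate 1. *Smad1* was 10.78 on AAV-Null replicate 4 and between 10.97 and 11.01 on the others (0.832), far above background. The mean score of the blood genes was 0.48 on AAV-αSyn replicate 3 and between −0.37 and −0.24 on the others of its group (0.839). No technical cause was tested for the last pair beyond the call of outlier spots, and arrays of 1 group share their condition, so no biological explanation was tested either.

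The mean score of the hindbrain neuron genes was −0.40 on AAV-αSyn replicate 1 and between 0.68 and 0.81 on the other AAV-αSyn arrays (gap over range 0.895). *Dbh*, 1 of the 5 genes of this list that were tested, was 1.31 on AAV-αSyn replicate 1, below background, and 6.27, 7.30 and 7.38 on the others. A candidate explanation is that this dissection held less tissue from caudal to the SN. Other values do not set the array apart in this way. *Slc6a5*, of the same list, was 9.11 on it and between 8.97 and 9.45 on the other AAV-αSyn arrays. The score of the further raphe and pons genes was 0.041 on it and between 0.028 and 0.23 on the others, and that score minus the score of the further thalamic genes was 0.44 on it and between 0.23 and 0.68 on the others. Between the groups these lists shifted apart (larger of the 2 camera adjusted p = 0.00118), which does not bear on a single array. For the single array the explanation stays open, and no biological explanation was tested.

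*Slc6a5* and A_44_P1122300 were past the Benjamini–Hochberg adjustment and are not among the genes the paper lists. *Slc6a5* had a log2 fold change of 1.28 (adjusted p = 0.0424, higher on 4 of 4 AAV-αSyn arrays) and A_44_P1122300 one of 0.99 (adjusted p = 0.0346, 4 of 4). Their calls depend on the arrays: with 1 array left out, *Slc6a5* was past the adjustment in 1 of 8 comparisons, the one without AAV-αSyn replicate 2, and A_44_P1122300 in 0 of 8. Over 13 processing alternatives they were past it in 7 and 11. A count of 5 probes was reached in 1 of the 35 splits of the arrays, the real one, which is the smallest share these splits allow. Chance is therefore unlikely for the count as a whole but not excluded, and the splits say nothing of each probe. *Slc6a5* is a gene of inhibitory neurons that are frequent in the hindbrain, so tissue from caudal to the SN is a candidate explanation for it. The hindbrain *Hox* genes, which such tissue brings with it, gave a camera adjusted p of 0.0609. Their mean score was higher on 4 of 4 AAV-αSyn arrays (exact permutation test, two-sided, p = 0.0286). On AAV-αSyn replicate 4 it was −0.27, near the highest AAV-Null score of −0.32. These values leave the explanation open. An effect of α-synuclein also stays open, as does one of the vector's titre, which was 5.2e10 vg/µL for AAV-αSyn and 5.3e9 vg/µL for AAV-Null and cannot be separated from the group. For A_44_P1122300, which has no name, no explanation was tested.

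The serotonergic genes, which the paper does not discuss, had a mean log2 fold change of 1.07 over all 6 genes of the list, each higher in the AAV-αSyn group (camera adjusted p = 0.0203 by the Benjamini–Hochberg method over the 16 lists). The shift held under camera only. Fry gave an adjusted p of 0.455, and the exact permutation test on the mean score gave p = 0.0857. Under camera the shift was not past the threshold with the replicate number as a block (adjusted p = 0.0809). It also rests on single arrays: without AAV-Null replicate 1 or 4 or without AAV-αSyn replicate 2 the camera adjusted p was 0.130, 0.248 and 0.0796, in a range of 3.96e-05 to 0.248 with 1 array left out. With p-values adjusted over the list alone, 2 of the 6 genes were past 0.05, and over all probes tested 0 were. Of the 6 genes, 5 were above background on all 4 AAV-Null arrays too, so the tissue taken in that group also held their RNA. *Tph2* was 8.32, 8.12, 10.61 and 8.99 on AAV-Null replicates 1 to 4 and 11.2, 11.5, 10.6 and 12.2 on AAV-αSyn replicates 1 to 4. More tissue of the raphe in the AAV-αSyn dissections may account for this, and the further genes of the raphe and pons shifted the same way (camera adjusted p = 0.00118). A biological effect on serotonergic neurons was not tested and stays open. Raphe tissue in the dissection is also a candidate explanation for higher *Skor1*. On AAV-Null replicate 3 *Tph2* reached 10.61 while *Skor1* was not above background. *Slc6a4* and *Fev* were higher on that array (8.91 and 5.68) than on AAV-αSyn replicate 3 (8.08 and 3.75). Among the AAV-αSyn arrays *Skor1* was highest on replicate 3 (5.40), where *Tph2* was lowest, and lowest on replicate 4 (4.57), where *Tph2* was highest. *Skor1* thus did not follow *Tph2* among these arrays, but so few arrays cannot exclude the explanation. Raphe tissue, an effect of α-synuclein and one of the vector's titre on *Skor1* cannot be told apart here.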

How the results depend on the processing

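The deposited matrix averaged by sequence identifier, on all 8 arrays and on 3 against 3, was chosen after seeing the data, and all other alternatives were planned.

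*Th* kept its direction and an unadjusted p under 0.05 in every alternative, with log2 fold changes between −0.60 and −0.39 and p between 3.93e-05 and 0.00913. *Slc6a3* kept both in the 13 processing alternatives and with 1 array left out. With 1 array of each group left out it kept its direction, between −1.15 and −0.53 over both sets of values, and its p rose above 0.05 in 8 of 16 planned combinations and in 9 of the 16 of the deposited matrix by sequence. *Ddc* was −0.25 with the replicate number as a block and −0.15 in the deposited matrix by sequence, and its unadjusted p from limma's test rose to 0.0634 and 0.275. The average by sequence takes in a *Ddc* probe that was above background on no array and had the opposite sign (0.14 with the filter removed). The block left the log2 fold change as it was, and why p rose with it was not tested. With arrays left out the log2 fold change of *Ddc* lay between −0.32 and −0.02. With 1 array left out p was above 0.05 without AAV-Null replicate 1 (0.0709) and without AAV-αSyn replicate 1 (0.0783), 2 (0.0748) or 3 (0.0698). With 1 array of each group left out p was above 0.05 in 12 of 16 combinations, and in 15 of the 16 of the deposited matrix by sequence, where it reached 0.898.

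*Skor1* was higher in the AAV-αSyn group in every alternative that tested it. It was 0.62 (adjusted p = 0.0732) with normexp and 3.71 (adjusted p = 0.0919) with the replicate number as a block. Over the processing alternatives its adjusted p lay between 0.000169 and 0.0919. The normexp offset of 50 is added to each signal and so shrinks differences at background. With arrays left out *Skor1* lay between 3.51 and 4.58, and it was not past the adjustment without AAV-αSyn replicate 1 and AAV-Null replicate 1 (adjusted p = 0.0532) or 3 (0.0618). *Skor1* and *Nps* are not above background on all 8 arrays and had no value under that filter. Signal over background limits their fold changes, which therefore move with the background correction.

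The count of unadjusted p under 0.05 was 4607 with array weights and within 1.5 times the 1908 of the main comparison in the other processing alternatives, and with arrays left out it lay between 1108 and 2871. The count past the adjustment (5) was 12 with array weights, 9 of them higher, 0 with the replicate number as a block, where 2218 probes had an unadjusted p under 0.05, 3 with the side of the slide as a block, and 10 in the deposited matrix by sequence. With normexp 3 of its 4 calls were higher. With arrays left out the count lay between 1 and 25, and it was 3 without any 1 of the AAV-Null arrays. Of the 5 probes past the adjustment in the main comparison, 3 were past the adjustment with normexp, 3 with the filter on all 8 arrays, 0 with the replicate number as a block and 3 with the side of the slide as a block. With arrays left out it was between 1 and 4. The filter leaves out *Skor1* and *Nps*, and for the others the cause was not tested. The replicate number is also the row of the slide. The deviations of arrays of 1 number from their group means correlated at 0.196, 0.389, 0.183 and −0.0778, so they went together in 3 of the 4 pairs and not in the other. The paper and the labels name nothing that arrays of 1 number share, and the number was not taken to pair the arrays, but these values do not exclude an effect of the row.

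Of the 16 lists, 3 were past the adjustment with camera, 1 with fry, 0 with an estimated correlation and 5 with the mean of all probes of a gene. An estimated correlation allows for genes that vary together, and for the last alternative the cause was not tested. With arrays left out the number was between 2 and 6, with 6 without AAV-αSyn replicate 1 and 5 without AAV-αSyn replicate 4.

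Some small differences reversed. With scaling by the 75th percentile *Park7* was −0.0035, *Ubb* −0.027 and the oxidative phosphorylation list −0.017, and with cyclic loess that list was −0.00792. The T cell list was 0.011 with normexp, 0.067 with the filter on all 8 arrays and 0.010 with spots tested singly, where the BMP-SMAD list was 0.0097. With array weights *Cxxc1* was 0.034, *Ubb* −0.033 and the choroid plexus list −0.011. With arrays left out *Bmp5* lay between −0.068 and 0.32, *Bmp7* between −0.70 and 0.21, *Cxxc1* between −0.13 and 0.13, *Smad1* between −0.027 and 0.11, *Smad6* between −0.34 and 0.45 and *Ubb* between −0.050 and 0.087. The lists lay between −0.13 and 0.076 (BMP-SMAD), −0.33 and 0.26 (T cells), −0.14 and 0.082 (astrocytes), −0.71 and 0.12 (blood), −0.22 and 0.22 (choroid plexus), −0.38 and 0.045 (hypothalamus), −0.056 and 0.23 (microglia) and −0.0052 and 0.018 (oxidative phosphorylation). The cause was not tested for any of these. Of the values of the lists and of the single genes other than *Th*, *Slc6a3*, *Ddc* and *Skor1*, which are given above, under the processing alternatives 411 kept their direction and their side of the threshold, 17 lost and 6 gained the threshold, and 11 reversed. With 1 array left out these numbers were 193, 18, 8 and 27, and with 1 array of each group left out 351, 48, 21 and 68.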

Differences from the paper's values

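All comparisons below that use the deposited matrix averaged by sequence identifier were chosen after seeing the values, and the others were set before the data were examined. A log2 fold change counted as within the error when it lay no further from the paper's than the larger SD of the 2 groups of arrays. That SD is not the standard error of the difference.

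The paper reports 21 sequences past the Benjamini–Hochberg adjustment, and 5 probes were found here. None of the alternatives set before the data were examined came within 1.5 times the paper's count. Of the 16 comparisons of 3 arrays with 3 in the deposited matrix by sequence, chosen after seeing the values, 11 did. The paper reports 12 gene identifiers among them, against 4 here. Array weights, with 9, was the one alternative set beforehand that came within 1.5 times the paper's value, and 10 of the 16 comparisons by sequence, chosen after seeing the values, were too.

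For *Skor1* the paper's log2 fold change is 4.3821, against 3.71 here. The deposited matrix in place of the scanner files gave 4.42, within the error, and the other alternatives set beforehand did not come within it. By sequence, chosen after seeing the values, the matrix gave 4.42 on all 8 arrays and between 4.22 and 4.58 in the 16 comparisons of 3 with 3. The paper's adjusted p for *Skor1* is 0.0225, against 0.000445 here. None of the processing alternatives or of the comparisons with 1 array left out came within 1.5 times the paper's value, while 7 of the 16 comparisons of 3 arrays with 3 did, as did 9 of the 16 by sequence, chosen after seeing the values.

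For *Th* the paper's p is 0.0043, against 0.000604 here. None of the processing alternatives or of the comparisons with 1 array left out came within 1.5 times it, while 8 of the 16 comparisons of 3 arrays with 3 did, as did 8 of the 16 by sequence, chosen after seeing the values. For *Ddc* the paper's p is 0.0198, against 0.0327 here. It was within 1.5 times the paper's with scaling by the 75th percentile (0.0223), cyclic loess (0.0266), normexp (0.0163), no filter (0.0249), the filter on all 8 arrays (0.0293), the deposited matrix (0.0252) and spots tested singly (0.0269). It was also within it without AAV-Null replicate 3 (0.0279), without AAV-αSyn replicate 4 (0.0297) and without both (0.0250), and in 1 of the 16 comparisons by sequence, chosen after seeing the values (0.0152, without AAV-αSyn replicate 3 and AAV-Null replicate 3). It was not with the filter on at least 4 arrays, the trend, the robust variance, array weights, either block or the other arrays left out.

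In Figure 1g, read by eye, the paper's log2 fold change is about 3.8 for *Nps*, against 2.98 here, and of the alternatives set beforehand only the deposited matrix (3.76) came within the error. For *Tlr8* it is about 1.8, against 0.76 here. The larger SD was 0.98 for this gene, while the standard error of its difference was 0.52, so the rule is wide here. Within the error were cyclic loess (0.85), the deposited matrix (1.42), array weights (0.89), the comparisons without AAV-Null replicate 4 (1.29) and without AAV-αSyn replicate 2 (0.88), 3 (0.85) or 4 (0.87), and 3 of the comparisons of 3 arrays with 3, and the other alternatives set beforehand were not.

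Figure 1g lists as past the adjustment some genes that were not past it here: *Ttll13*, *Il22ra1*, *Tlr8*, *Pck1*, *Tssk4*, *Tas2r106*, *Olr1609*, *Trdn* and *RGD1564129*. *Tlr8* and *Trdn* were tested in 30 of the 37 alternatives set beforehand and were past it in 0. Each of the others was tested in 1, with the filter removed, and was past it in 0. In the deposited matrix by sequence, chosen after seeing the values, *Il22ra1*, *Pck1* and *Olr1609* were past it on all 8 arrays. In the 16 comparisons of 3 arrays with 3 by sequence, *Olr1609* was past it in 16, *Il22ra1* in 14, *Pck1* in 11, *Ttll13* and *Tas2r106* in 4 each, and *Tlr8*, *Tssk4*, *Trdn* and *RGD1564129* in 1 each. That 1 comparison leaves out AAV-αSyn replicate 1 and AAV-Null replicate 4 and is described with the other observations.

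The paper calls *Skor1* the gene most upregulated. Among the 5 probes past the adjustment it had the largest log2 fold change, and among all probes tested it ranked 3, after *Spt1* (3.83, adjusted p = 0.158) and *Dbh* (3.74, adjusted p = 0.762), which were picked out after their values were seen and were not past the adjustment.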

Other observations

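Of the tests reported here, the comparison of sequences near background in left-out arrays, the 2 further lists of genes with their score and threshold rule, and the choice among the comparisons of 3 arrays with 3 were made only after the results they bear on were seen.

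The 35 splits of the 8 arrays into 4 and 4 were each tested in the same way as the real one. As many probes with an unadjusted p under 0.05 as the 1908 of the real split were found in 5 of the 35, the real one included, so chance cannot be excluded for that count. As many probes past the Benjamini–Hochberg adjustment as 5 were found in 1 of the 35, the real split, and the next highest count was 3. A share of 1 in 35 is the smallest these splits allow, so chance is unlikely for that count but not excluded. The AAV-αSyn and AAV-Null arrays lie on 1 slide and each side of the slide holds 2 arrays of each group, and the split into the sides gave 830 and 0 probes.

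In the deposited matrix averaged by sequence identifier, the comparison without AAV-αSyn replicate 1 and AAV-Null replicate 4 gave 2609 sequences with an unadjusted p under 0.05 and 21 past the adjustment, 12 higher and 9 lower, of which 12 carry a name. It gave *Skor1* a log2 fold change of 4.38 (adjusted p = 0.0224), *Th* an unadjusted p of 0.00427 and *Slc6a3* one of 0.0122 from limma's test. It is 1 of 16 comparisons tried and was recognised by its values, so the match for *Skor1* and *RGD1564129*, whose names rest on it, is not independent evidence, and the paper's materials do not say that these arrays were the ones used. *Ddc* had an unadjusted p of 0.421 there from the same test, and its single probes 0.0814, 0.0846, 0.0527 and 0.760. The last of these probes was above background on no array. An exact permutation test of 3 arrays against 3 cannot go below 0.100 and was not used for these. The comparison without AAV-αSyn replicate 1 and AAV-Null replicate 3 also gave 21 sequences and 4.38 for *Skor1*, but 2871 sequences with an unadjusted p under 0.05 and one of 0.000734 for *Th*. Over all 16 the counts lay between 1479 and 2871 before and between 8 and 25 after the adjustment.

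Of these 21 sequences, 15 were above background on no array and 2 (*Skor1* and *Nps*) on all AAV-αSyn arrays and no AAV-Null array. Both of the latter were also past the adjustment in the comparison of 4 arrays with 4 from the scanner files. Chance differences at low signal are a candidate explanation for the 15. In the 2 arrays left out, 11 of the 15 differed in the direction called, against 7.59 expected from other sequences near background. Random sets of such sequences reached as many in a share of 0.0632 of 10000 draws, so chance and a difference between the groups cannot be told apart for them with 1 array of each group.

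The dopaminergic list had a mean log2 fold change of −0.33 over 18 genes, 16 of them lower in the AAV-αSyn group (camera adjusted p = 4.13e-10 by the Benjamini–Hochberg method over the 16 lists). This held under camera only: fry gave an adjusted p of 0.113, an estimated correlation 0.288 and the exact permutation test on the mean score p = 0.0571. With p-values adjusted over the list alone, 3 genes were past 0.05, and over all probes tested 0 were. Without *Th*, *Slc6a3* and *Ddc*, the other 15 genes had a mean of −0.29 and a camera adjusted p of 1.24e-06, with 0.196 from fry. The lower *Th*, *Slc6a3* and *Ddc* may therefore reflect fewer dopaminergic neurons, or less of their RNA, in the tissue taken. Whether neurons were lost to α-synuclein or to the vector, or whether the dissections differed, was not tested and stays open.

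The thalamus list was lower in the AAV-αSyn group (mean −0.85 over 7 genes, camera adjusted p = 1.27e-05) and the serotonergic list was higher (mean 1.07 over 6 genes, camera adjusted p = 0.0203). Both held under camera only, with fry at 0.233 and 0.455. Under camera the serotonergic shift was not past the threshold without AAV-Null replicate 1 or 4 (adjusted p = 0.130 and 0.248). It was also not past it without AAV-αSyn replicate 2 (0.0796) or with the replicate number as a block (0.0809). A candidate explanation is more tissue caudal to the SN in the AAV-αSyn dissections and more rostral tissue in the AAV-Null dissections. It needs further thalamic genes to be lower and further genes of the raphe and pons to be higher. Their means were −0.56 over 10 genes (camera adjusted p = 3.22e-08) and 0.24 over 15 genes (camera adjusted p = 0.00118), both as the explanation needs. Under fry both had an adjusted p of 0.0602, and under an estimated correlation 0.0824 and 0.104. On the mean score of each list, the exact permutation test, two-sided, gave p = 0.0571 for the further thalamic genes and p = 0.0857 for the further genes of the raphe and pons. For the latter the groups overlapped, with AAV-Null replicate 3 at 0.14 and AAV-αSyn replicates 1 and 3 at 0.041 and 0.028. The difference between the scores of the lists, taken on each array, differed between the groups by 0.80 (exact permutation test, two-sided, p = 0.0286). A change in these genes caused by α-synuclein or by the vector's titre was not tested and stays open.

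For *Skor1*, tissue from caudal to the SN was weighed through the hindbrain *Hox* genes. Of 19 listed, 6 were above background on at least 1 array, with a mean log2 fold change of 0.73 (camera adjusted p = 0.0609, fry 0.113), and 4 were higher. The mean score was higher on 4 of 4 AAV-αSyn arrays than on any AAV-Null array (exact permutation test, two-sided, p = 0.0286). It was −0.012, 0.77, 0.97 and −0.27 on AAV-αSyn replicates 1 to 4 and between −0.45 and −0.32 on the AAV-Null arrays. The shift therefore lay mostly on AAV-αSyn replicates 2 and 3. *Skor1* differed less between the AAV-αSyn arrays, at 4.86, 4.72, 5.40 and 4.57 on replicates 1 to 4. The camera adjusted p was under 0.05 with cyclic loess (0.0236), with the deposited matrix (0.0156), with the mean of all probes of a gene (0.0208), and without AAV-αSyn replicate 1 (0.0400) or 4 (0.000120). It lay between 0.0156 and 0.288 over the processing alternatives and reached 0.210 with 1 array left out. The direction is the one the explanation needs, but the shift is past the threshold only under some of these alternatives. For *Skor1* the explanation and an effect of α-synuclein therefore cannot be told apart. An effect of the vector's titre, which differed between the groups, cannot be told from either. The hindbrain neuron list, which holds *Slc6a5* and *Dbh*, had a mean of 0.93 over 5 genes (camera adjusted p = 0.124, exact permutation test on the mean score p = 0.0286). It was past the threshold under fry (adjusted p = 0.0123), with the mean of all probes of a gene (0.00931), with normexp (0.0447) and without AAV-αSyn replicate 1 (0.0189), and not with an estimated correlation (0.355).

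The paper links SKOR1 to BMP-SMAD signalling and to mitochondrial function. A repression of BMP-SMAD targets with higher *Skor1* predicts a lower list. The 14 genes had a mean log2 fold change of −0.0024 and a median of 0.03, of opposite sign, and a camera adjusted p of 0.724, with 9 genes higher and 5 lower. The 71 oxidative phosphorylation genes had a mean of 0.0063, while camera ranked them downward, with an adjusted p of 0.840. Neither shift was detected, and members that go both ways in mixed tissue cannot tell whether *Skor1* acts on them in the cells that express it.

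The other lists were not past the threshold under camera on all 8 arrays. Their mean log2 fold changes and camera adjusted p were −0.19 and 0.880 for the hypothalamus, 0.21 and 0.211 for the hippocampus and cortex, 0.04 and 0.695 for the choroid plexus, which camera ranked downward, and 0.07 and 0.880 for microglia. They were −0.01 and 0.795 for astrocytes, 0.08 and 0.338 for oligodendrocytes, −0.12 and 0.124 for the interferon response, −0.01 and 0.724 for T cells and −0.20 and 0.250 for blood. With 1 array left out, the interferon response was lower and past the threshold without AAV-αSyn replicate 1 (adjusted p = 0.000977), blood was lower and past it without AAV-Null replicate 4 (0.000394) or AAV-αSyn replicate 3 (0.0319), and the hippocampus and cortex list was higher and past it without AAV-Null replicate 4 (0.0468) or AAV-αSyn replicate 4 (0.0389). With 1 array of each group left out, T cells, astrocytes, microglia and oligodendrocytes were also past it in some combinations. The cause was not tested.

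None of the following genes, which the paper also names, was past the adjustment. *Casp1* had a log2 fold change of 0.15, *Cxxc1* of −0.03, *Ubb* of 0.04, *Mapt* of −0.05, *Smad1* of 0.05, *Smad6* of 0.02, *Bmp5* of 0.14 and *Bmp7* of −0.32. *Vamp1* was 0.17 (adjusted p = 0.916, higher on 4 of 4 AAV-αSyn arrays).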
